A study of Piaractus mesopotamicus with 9 samples. Its data were reported in "Amino Acids and IGF1 Regulation of Fish Muscle Growth Revealed by Transcriptome and microRNAome Integrative Analyses of Pacu (Piaractus mesopotamicus) Myotubes" (2022).

How the data were processed

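Small RNA libraries of pacu (Piaractus mesopotamicus) myotubes were analysed, with 3 libraries each of the CTR, AA and IGF1 groups. Groups and replicate numbers were taken from the sample labels. The labels disagree on the length of treatment: the treatment protocol gives 24 h of supplementation after 12 h of deprivation, while the sample characteristics give 12 h for AA and IGF1.

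The authors trimmed the reads, kept those long enough to be mature miRNAs, mapped them with Bowtie2 to the mature miRNAs of 13 teleost species in miRBase, and deposited the raw counts per reference entry. They also deposited normalised counts, a signal made by dividing each library's counts by a size factor. The deposited values were checked against the counts: the normalised table held the 1769 entries with a mean of at least 10 counts, and 1 factor per library (0.695 to 1.36) gave every value. Counts of all entries summed to 10.7 times those of the zebrafish entries, so the same reads were counted for entries of several species. How reads that match several entries were shared is not given in the sources used here. No genome or sequences were used here, so entries have names only, with no coordinates or GC content. A total of 1199 entries had no count in any library.

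The raw counts were tested as deposited in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest, all 9 libraries in 1 model with the group alone). Entries with a mean of at least 10 counts were kept, which left out 0.00134% of the counts. An entry was called at a Benjamini-Hochberg adjusted p of at most 0.05 over the 1769 entries and an absolute log2 fold change of at least 0.55, which is 1.46-fold. The filter and both thresholds follow the study's methods, which used DESeq2; DESeq2 1.42.0 was run as an alternative with the same filter. Standard errors were obtained from the fold change and its quasi-likelihood F statistic. Normalised counts printed as mean ± SD are those of the authors' table. At the depth of these libraries counting error is small for the abundant miRNAs, but an entry with a mean near 10 counts has a counting error of the order of its SD between libraries. Intervals of the share of muscle-specific miRNAs (95%, exact binomial) covered counting error only and were narrower than the spread between libraries. In CTR replicate 1 the share was 0.0439% (0.0427 to 0.0452).

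Entries with identical counts in all 9 libraries were counted once as a distinct count profile. The muscle-specific list (miR-1, miR-133, miR-206, miR-499) was tested with fry in limma 3.58.1 over distinct profiles on TMM log2 CPM (prior count 2), and with camera as an alternative. Exact permutation tests of the list medians (all splits of the 6 libraries compared, or all 27 choices of 1 library per group in place of replicate 1) were added after the fry results were seen. The principal component analysis used the same log2 values, with an exact permutation test of the share of variance between groups. Because AA and IGF1 share the CTR libraries, 100 pairs of unchanged groups were drawn from negative binomial counts with the CTR means and the estimated dispersions.

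The designs, the list, the alternatives and the rule for naming profiles were fixed before the data were examined, except where a test or alternative is said to have been added later. The profiles named are the muscle-specific list, ipu-miR-29b and dre-miR-338-5p, the 5 called profiles per comparison with the largest absolute fold change among those whose groups did not overlap in their libraries, and the 3 profiles with the highest mean count. Other members of miR-29 and miR-338 are summarised.

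The replicate numbers were checked for pairing by correlating the deviations of libraries from their group means across the 953 profiles. All 9 pairs of libraries with the same number correlated positively (0.287 to 0.566), and the 18 pairs with different numbers ranged from -0.484 to 0.151. Over the 529 profiles with a mean of at least 1000 counts the ranges overlapped slightly (0.389 to 0.837 and -0.713 to 0.404). The numbers were therefore taken to pair the libraries on the basis of the data, since the labels do not say what a number marks. The study reports 3 independent cell cultures, but does not say which culture gave which library. Results with the replicate number as a block are given where they change a call or move a count of distinct profiles by more than 1.5 times.

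The alternatives were DESeq2; RLE, upper-quartile or no composition factors; no filter beyond leaving out entries without counts, a mean of at least 50 counts, or edgeR's filterByExpr; distinct profiles, zebrafish entries or 1 entry per mature name; only the groups compared; the replicate block; the adjusted p alone; and each library left out in turn. Added after seeing the data were near-identical entries collapsed to 1 (same miRNA number, counts within 2% or 2 counts in each library, 605 groups), the block on distinct profiles, and DESeq2 with the block. Lists of miRNAs for blood, epithelial, neural, liver and endothelial cells were written for a test of replicate 1 libraries. The fits were tested on simulated counts for the 1769 entries with 200 changed by 1.5 (log2) in AA vs CTR: edgeR recovered 95% of them with 2.06% false calls, 95% and 2.56% with the replicate block, and DESeq2 94.5% and 5.03%. No call was made between the simulated unchanged IGF1 and CTR groups. The simulated entries were drawn independently, with no identical entries, no pairing by replicate number and only 1 size of change. The rates therefore do not show how the fits perform with shared counts, paired libraries or smaller changes. No table column was left unassigned.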

Results

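The mature miRNAs of pacu myotubes were measured by small RNA sequencing. Pacu is a South American freshwater fish, and myotubes are the elongated muscle cells that form when cultured myoblasts fuse. All cultures were kept for 8 days and then deprived of amino acids. The control group (CTR) stayed in amino acid-free medium, for 36 h in all according to the treatment protocol. The AA group received amino acids after 12 h of deprivation, as DMEM, a culture medium whose base differs from the amino acid-free medium. The IGF1 group received insulin-like growth factor 1, a growth hormone mediator, in amino acid-free medium after 12 h. Each group had 3 libraries, so 9 libraries were compared. The treatments ask which miRNAs respond when a nutrient or a hormone that promotes muscle growth is returned to starved muscle cells.

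The counts are given for reference entries that are mature miRNAs of 13 teleost species, and no pacu sequences were among them. Counts over the zebrafish entries (prefix dre-), in units of 1e6, ran from 7.63 to 12.9 per library, with means of 10.3 ± 2.36 in CTR, 10.2 ± 0.872 in AA and 11.6 ± 1.16 in IGF1 (SD, n = 3). A total of 1769 entries had a mean of at least 10 counts and were tested. Only 953 of their count profiles were distinct, since 1041 entries (58.8%) held exactly the counts of another entry in all 9 libraries. The edgeR calls of each comparison are therefore given as entries, distinct count profiles and miRNA numbers (miR-133 is 1 number, whatever its letters and arms). Calls under the alternatives are given as distinct count profiles, and only in some cases also as entries and miRNA numbers. A profile is named by its zebrafish entry or, without one, by its alphabetically first entry. Where entries share reads in this way, the counts do not show which of them was expressed in pacu.

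A single miRNA took most of the counts. dre-miR-21 made up 54.4% ± 1.03 of the zebrafish counts in CTR, 52.2% ± 3.43 in AA and 54.4% ± 3.11 in IGF1 (SD, n = 3). The zebrafish miR-22a followed with 11.2% ± 1.12, 11.6% ± 0.375 and 11.6% ± 0.829. None of the 3 profiles with the highest means was called in any comparison: dre-miR-21 had log2 fold changes of -0.23 (AA vs CTR) and 0.05 (IGF1 vs CTR), and tni-miR-22a and ccr-miR-22a each had -0.13 and 0.09. Libraries of 1 group differed by far more than counting noise (chi-square per degree of freedom of 142 or more in every pair), and their log counts correlated across entries at 0.994 to 0.997.

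The principal component analysis addressed whether the treated myotubes stood apart from CTR. The first component held 36.1% of the variance and the second 27.3%. All 3 AA libraries had positive scores on the first component (4.71, 11.3 and 15.4), while the 3 CTR and 3 IGF1 libraries had negative scores, from -9.92 to -1.82, with no gap between these groups. The group accounted for 82.4% of the spread on the first component, and the replicate number for 81.4% of the spread on the second. This split was less clear over distinct count profiles, where the group held 55.2% of the first component and 46.0% of the second, and the replicate number 41.1% and 52.5%. Over all entries, 43.3% of the variance lay between groups, which exceeded that of nearly all regroupings (exact permutation test over all 280 regroupings of the libraries into groups of 3, one-sided p = 0.025). The root mean square difference between group means was 0.43 (log2) for AA and CTR, 0.41 for AA and IGF1, and 0.25 for IGF1 and CTR. The value moved most when the replicate-number means were removed, where 68.3% lay between groups (exact permutation within replicate numbers, p = 0.0278, the smallest that the 36 arrangements can give).

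**Figure D1:**
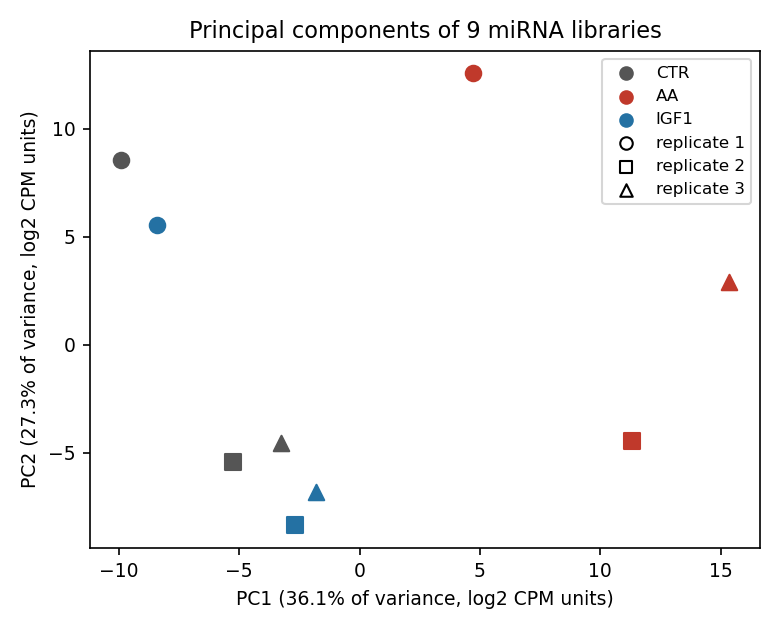
Scores of the 9 libraries on the first (x axis) and second (y axis) principal components of TMM log2 CPM; colours mark the groups and symbols the replicate numbers. The AA libraries lie at 4.71 or above on the first component, and the replicate 1 libraries of each group lie at 5.54 or above on the second.

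The AA and CTR groups were compared to find the miRNAs that respond to amino acids. With edgeR's quasi-likelihood test, 70 entries were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.55. They formed 22 distinct count profiles from 9 miRNA numbers, of which 21 profiles were higher in AA and 1 was lower. With the replicate number as a block, 37 profiles were called (32 higher and 5 lower), which included all 22. DESeq2, the tool named in the study's methods, called 80 entries in 27 profiles and 11 miRNA numbers, with 26 higher and 1 lower, and these also included all 22. The count rested partly on single libraries: 13 profiles were called without CTR replicate 2, 14 without CTR replicate 1 and 14 without AA replicate 3. Of the 22 profiles, 14 belonged to miR-1, miR-133, miR-206 and miR-499, and the other 8 to miR-21, miR-29, miR-125, miR-181 and miR-551.

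The 5 profiles with the largest fold changes among the calls whose AA and CTR libraries did not overlap all belonged to miR-133 and miR-206. dre-miR-133a-2-5p had 15.6 ± 2.04 normalised counts in CTR and 129 ± 55.1 in AA (SD, n = 3), a log2 fold change of 3.02 (SE 0.35, adjusted p = 0.000374). ssa-miR-206-5p rose from 3.00 ± 1.69 to 26.4 ± 7.75, a log2 fold change of 2.98 (SE 0.48, adjusted p = 0.0045), and rested on a mean of 12.4 counts per library. ola-miR-133-5p rose from 74.6 ± 5.72 to 491 ± 195 (log2 fold change 2.71, SE 0.29, adjusted p = 0.00022). dre-miR-133a-5p rose from 63.0 ± 7.25 to 340.2 ± 131 (log2 fold change 2.42, SE 0.29, adjusted p = 0.000448). dre-miR-206-3p rose from 2749 ± 761 to 13995 ± 3502 (log2 fold change 2.34, SE 0.22, adjusted p = 6.61e-05). Each of these 5 was called in all 9 fits that left out 1 library.

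The muscle-specific miRNAs (miR-1, miR-133, miR-206 and miR-499) were tested as a list, since they bear on the question of muscle cell differentiation. Their 15 profiles were higher in AA than in CTR without exception, with log2 fold changes from 0.82 to 3.02 and a median of 2.04 (fry rotation test, two-sided p = 9.69e-05; exact permutation over the 10 splits of the 6 libraries, p = 0.1, the smallest possible). A total of 14 were called over all entries, and 14 when adjusted over the list alone. The study's text names these miRNAs from earlier work and also among those that changed in these libraries, so the list is not independent evidence. The profile not called was ipu-miR-499, with a log2 fold change of 0.82 (SE 0.44, adjusted p = 0.653), which was called under the replicate block over all entries (adjusted p = 0.0295) and not over distinct profiles (adjusted p = 0.0607). dre-miR-1 rose from 2667 ± 570.0 to 6137 ± 2151 normalised counts (log2 fold change 1.20, SE 0.26, adjusted p = 0.024). dre-miR-133a-3p rose from 196 ± 25.7 to 610.2 ± 222 (log2 fold change 1.64, SE 0.25, adjusted p = 0.00383). dre-miR-499-5p rose from 128 ± 44.7 to 531 ± 216 (log2 fold change 2.04, SE 0.47, adjusted p = 0.0309). The remaining list profiles had log2 fold changes of 1.16 (abu-miR-133a), 1.47 (abu-miR-133b), 1.77 (ola-miR-1-3p), 1.91 (dre-miR-133b-3p), 2.09 (ola-miR-206) and 2.20 (dre-miR-133c-5p), all called. The calls of dre-miR-1 and dre-miR-499-5p were the least stable of the list: dre-miR-1 was lost without CTR replicate 1, CTR replicate 2, AA replicate 2 or AA replicate 3, and dre-miR-499-5p without any of these or without CTR replicate 3 or IGF1 replicate 3 (adjusted p up to 0.130). abu-miR-133b was lost without CTR replicate 2 (adjusted p = 0.0649). The list made up 0.0555% ± 0.0122 of the zebrafish counts in CTR, 0.232% ± 0.0413 in AA and 0.0812% ± 0.0049 in IGF1 (SD, n = 3).

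**Figure D2:**
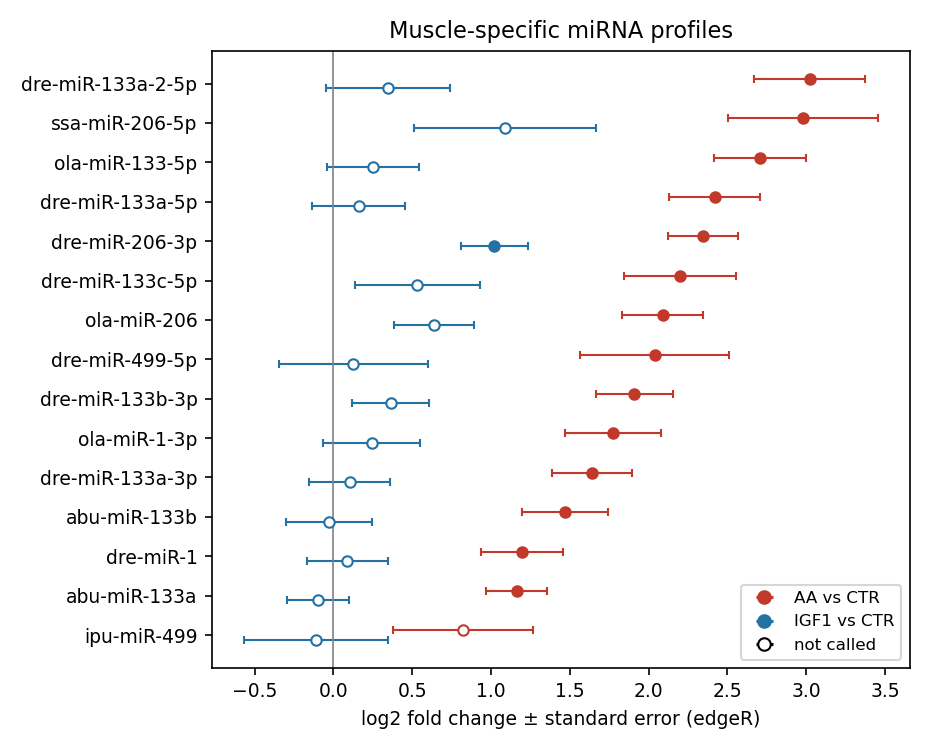
Log2 fold change against CTR (x axis) of the 15 muscle-specific count profiles (y axis) in AA (red) and IGF1 (blue); bars are standard errors and open symbols mark profiles that were not called. The AA values run from 0.82 to 3.02, and of the IGF1 values only dre-miR-206-3p (1.02) was called.

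ipu-miR-29b was the only profile called lower in AA. It had 31.5 ± 4.65 normalised counts in CTR and 6.88 ± 2.31 in AA (SD, n = 3), a ratio of 0.219 and a log2 fold change of -2.14 (SE 0.45, adjusted p = 0.0221). The entry had a mean of 15.1 counts per library, and the call was lost without CTR replicate 1, CTR replicate 2, AA replicate 2 or AA replicate 3 (adjusted p up to 0.118). The other 37 profiles of miR-29 had a median log2 fold change of 0.03, and none was called.

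The IGF1 and CTR groups were compared to find the miRNAs that respond to the hormone. The test called 11 entries, which formed 2 distinct count profiles from 2 miRNA numbers. dre-miR-206-3p rose from 2749 ± 761 to 5593 ± 705 normalised counts, a log2 fold change of 1.02 (SE 0.21, adjusted p = 0.046). ssa-miR-26a-4-3p fell from 129 ± 32.0 to 43.8 ± 14.0, a log2 fold change of -1.55 (SE 0.28, adjusted p = 0.046). Neither pair of groups overlapped in its libraries. Both adjusted values lay close to the threshold, and each profile was called in 2 of the 9 fits that left out 1 library (adjusted p up to 0.203). No profile was called with RLE or upper-quartile factors, where 68 and 67 profiles had an unadjusted p of at most 0.05. DESeq2 called 25 entries in 11 profiles and 9 miRNA numbers (9 higher and 2 lower), and the replicate block 31 entries in 15 profiles and 10 miRNA numbers (10 higher and 5 lower). Both sets included the 2 profiles.

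The muscle-specific list had a median log2 fold change of 0.24 in IGF1 against CTR (fry rotation test, two-sided p = 0.296; exact permutation over the 10 splits, p = 0.3), with 12 of its 15 profiles higher. Of the list, dre-miR-206-3p was called over all entries, and 1 profile was called when adjusted over the list alone. The replicate block also called ola-miR-206 (log2 fold change 0.64, SE 0.25; adjusted p = 0.573 without the block and 0.0461 with it). The log2 fold changes of dre-miR-1 (0.09), dre-miR-133a-3p (0.10) and dre-miR-499-5p (0.13) were smaller than their standard errors (0.26, 0.25 and 0.47). dre-miR-338-5p rose from 112 ± 6.88 normalised counts in CTR to 195 ± 38.8 in IGF1, a ratio of 1.74 and a log2 fold change of 0.78 (SE 0.21). It was not called by edgeR (adjusted p = 0.160), and was called by DESeq2 (adjusted p = 0.0287) and under the replicate block (adjusted p = 0.0187). It was also higher in AA (176 ± 38.7; log2 fold change 0.64, SE 0.21, adjusted p = 0.199), where the replicate block called it over all entries (adjusted p = 0.0312) and not over distinct profiles (adjusted p = 0.0720), and DESeq2 did not call it (adjusted p = 0.0874). None of the 4 other miR-338 profiles was called: ssa-miR-338a-5p had log2 fold changes of 0.61 in AA and 0.44 in IGF1, and the largest of the rest were 0.10 and 0.0262. No difference of dre-miR-338-5p was detected between AA and IGF1 (log2 fold change -0.14, SE 0.20, adjusted p = 0.787). ipu-miR-29b had 7.70 ± 5.70 normalised counts in IGF1, a log2 fold change of -2.07 (SE 0.45) with an adjusted p of 0.057. It was called by DESeq2 (adjusted p = 0.0171) and under the replicate block (adjusted p = 0.0108).

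**Figure D3:**
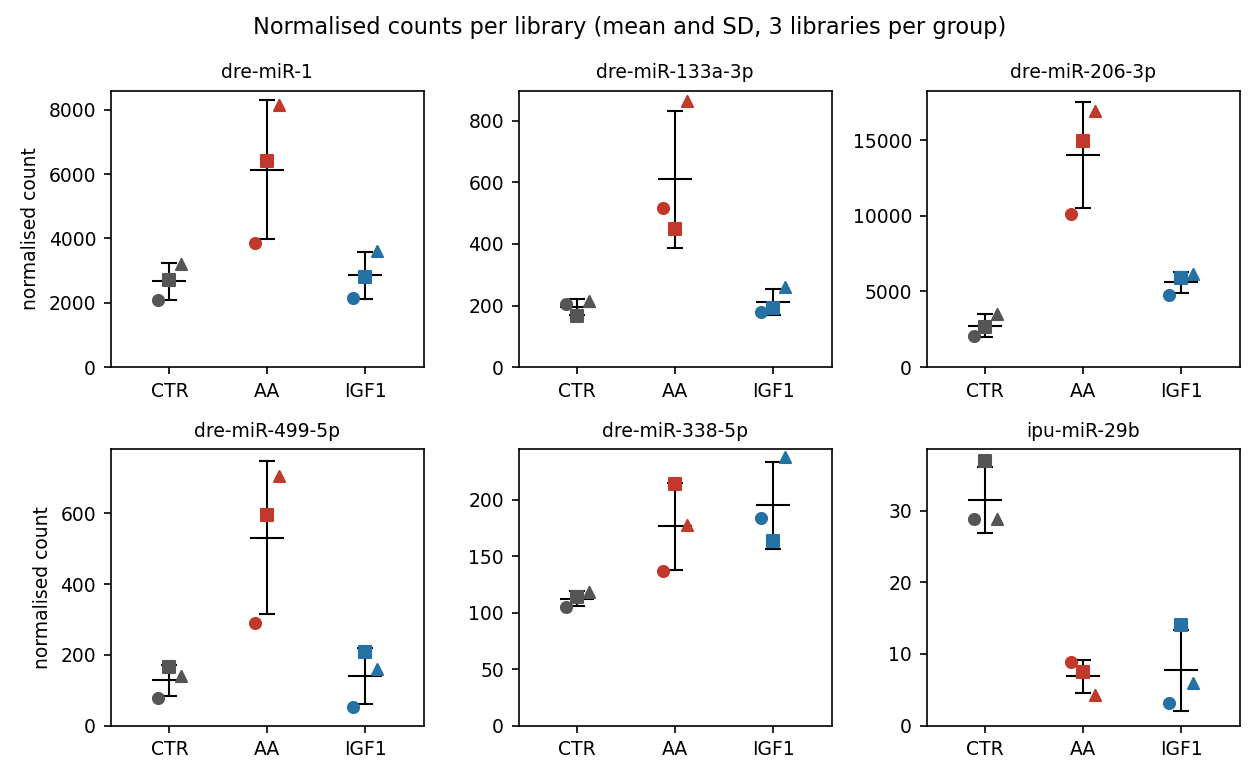
Normalised counts (y axis, linear, each panel on its own scale from 0) of 6 profiles in the CTR, AA and IGF1 libraries; symbols are libraries by replicate number, and lines with bars are means with SD of 3 libraries. dre-miR-206-3p has 10111 counts or more in each AA library, and ipu-miR-29b has 28.8 or more in each CTR library.

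AA and IGF1 were also compared directly, since a call in 1 treatment and not in the other does not show that the treatments differ. A total of 70 entries in 20 distinct count profiles and 6 miRNA numbers were called, with 18 profiles higher in AA and 2 lower. The replicate block called 46 profiles, with 26 higher and 20 lower, and DESeq2 called 28, with 20 higher and 8 lower; both included all 20. Without IGF1 replicate 1, 33 profiles were called, with 16 higher and 17 lower, and without AA replicate 3 there were 12, all higher. The 5 profiles with the largest fold changes among calls without overlap were dre-miR-133a-2-5p (log2 fold change 2.67, SE 0.34), ola-miR-133-5p (2.46, SE 0.29), dre-miR-133a-5p (2.26, SE 0.29), dre-miR-499-5p (1.91, SE 0.47) and ssa-miR-206-5p (1.89, SE 0.41). Their adjusted p values were 0.00201 for the 3 miR-133 profiles, 0.0446 for dre-miR-499-5p and 0.0245 for ssa-miR-206-5p. The calls of ssa-miR-206-5p and dre-miR-499-5p were lost in 4 and 6 of the 9 fits that left out 1 library, and both were lost without AA replicate 2, AA replicate 3 or IGF1 replicate 3. The muscle-specific list was higher in AA by a median of 1.54 (fry rotation test, two-sided p = 0.000218; exact permutation over the 10 splits, p = 0.1, the smallest possible), with all 15 profiles higher and 14 called. The profile not called, ipu-miR-499 (log2 fold change 0.93, SE 0.44, adjusted p = 0.435), was called under the replicate block (adjusted p = 0.0112, and 0.0162 over distinct profiles). The call of dre-miR-1 (log2 fold change 1.11, SE 0.26, adjusted p = 0.0381) was lost in 6 of the 9 fits that left out 1 library. The other 6 calls belonged to miR-26 and miR-92. The 2 profiles lower in AA, ola-miR-26 (log2 fold change -0.98, SE 0.20, adjusted p = 0.0183) and ola-miR-92a (-1.32, SE 0.27, adjusted p = 0.0159), were chosen for naming after their values were seen.

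The calls against CTR were compared to find miRNAs that respond to both treatments. The 2 comparisons shared 1 called profile, dre-miR-206-3p, which was higher in both. The rise was larger in AA than in IGF1 (log2 fold change 1.32 between them, SE 0.21, adjusted p = 0.00348). DESeq2 gave 6 shared profiles and the replicate block 7, all in the same direction in both treatments. Across the 953 profiles, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated at 0.391 (Pearson) and 0.263 (Spearman). Because both use the same CTR libraries, unchanged groups were simulated against these controls: 100 simulations gave a median Pearson correlation of 0.505 (95% of them between 0.435 and 0.561), and no shared call in any. The simulations draw libraries and profiles independently and leave out the pairing of the libraries by replicate number, so their range is not a test of the observed value. A correlation of this size therefore does not show a response common to both treatments.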

Values the study reported

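The study reported that the small RNA reads were annotated into 3579 miRNA, from 122,586,164 reads after trimming. It reported 11 differentially expressed miRNA in AA and 8 in IGF1, each against CTR. For AA it gave fold-changes of 1.25 for miR-1, 2.39 for miR-206 and 0.22 for miR-29b. Its text names no scale for them. The values for miR-1 and miR-206 lie close to log2 fold changes found here, and that for miR-29b to a ratio. For IGF1 it gave a fold-change of 1.73 for miR-338-5p. By qPCR in myotubes, the study also found miR-338-5p higher in IGF1 than in CTR.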

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

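The collapse of near-identical entries, the replicate block on distinct profiles, DESeq2 with the block and the block in the principal component analysis were added after the data were seen. Counts are of distinct count profiles.

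The AA vs CTR calls numbered 22 and stayed between 18 and 28 with DESeq2, RLE, upper-quartile or no composition factors, every filter, distinct profiles, 1 entry per mature name, only the 2 groups, near-identical entries collapsed, and the adjusted p alone. The block on distinct profiles gave 31. They fell to 12 with zebrafish entries, where only 10 of the 22 profiles were tested and all 10 were called. They rose to 37 with the replicate block and to 34 with DESeq2 and the replicate block, each including all 22. Leaving out 1 library gave 13 to 24.

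The AA vs IGF1 calls numbered 20. They were 9 with zebrafish entries (9 of the 20 tested, all called) and 13 with 1 entry per mature name (13 of 15 tested). They were 46 with the replicate block, 37 with the block on distinct profiles and 38 with DESeq2 and the block, the last keeping 18 of the 20. Leaving out 1 library gave 12 to 33. The share of profiles higher in AA was 90% without the block, 71.4% with DESeq2, 56.5% with the block, 75.7% with the block on distinct profiles and 57.9% with DESeq2 and the block; with zebrafish entries, 1 entry per mature name or only the 2 groups it was 100%.

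The IGF1 vs CTR calls were the least stable. The 2 profiles, 1 higher and 1 lower, became 0 with RLE or upper-quartile factors, a mean of at least 50 counts, filterByExpr, distinct profiles, 1 entry per mature name, only the 2 groups or near-identical entries collapsed. Under these 8 settings 42 to 75 profiles had an unadjusted p of at most 0.05, against 73 in the edgeR fit reported. Zebrafish entries gave 1 call, which was not one of the 2. The adjusted p alone gave 6 (2 higher and 4 lower), DESeq2 11, the replicate block 15, the block on distinct profiles 18 (9 higher and 9 lower) and DESeq2 with the block 16; both profiles were among the calls of these. Library totals gave 3 (1 higher and 2 lower). Leaving out 1 library gave 0 to 2: there were 0 without CTR replicate 1, CTR replicate 2, AA replicate 2, AA replicate 3, IGF1 replicate 2 or IGF1 replicate 3, and without IGF1 replicate 1 the 2 calls were others. As both adjusted values were 0.046, small shifts carry them past the threshold; otherwise the cause was not tested.

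The 1 profile called in both comparisons with CTR became 0 with RLE or upper-quartile factors, a mean of at least 50 counts, filterByExpr, distinct profiles, zebrafish entries, 1 entry per mature name, only the 2 groups or near-identical entries collapsed. It became 2 with library totals, 6 with DESeq2, 7 with the replicate block, 6 with the block on distinct profiles and 8 with DESeq2 and the block. Leaving out 1 library gave 0 to 1. The correlation of the fold changes was 0.434 with zebrafish entries and 0.290 with a mean of at least 50 counts, against 0.391; the cause was not tested.

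The muscle-specific list kept its direction and its side of the threshold in AA vs CTR and AA vs IGF1 under every alternative, with medians between 1.78 and 2.27 and between 1.25 and 1.76. In IGF1 vs CTR its median was between 0.15 and 0.34 and passed the threshold only with camera at a preset correlation (median 0.24, p = 0.00988), not with fry or with camera at an estimated correlation (p = 0.353). The AA vs CTR and AA vs IGF1 results held with the estimated correlation (p = 0.00218 and 0.00438). The separation of groups in the principal component analysis stayed past the threshold under every alternative, with 39.8% to 68.3% of the variance between groups. Among the profiles named by the rule, the replicate block changed no call other than those given in the results.

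For the 3 profiles with the highest means, changes of sign were looked for only when libraries were left out. Of the other profiles named by the rule, none changed sign in AA vs CTR, where a call was lost in 15 settings and gained in 4. In AA vs IGF1 all settings were compared only for the 5 profiles with the largest fold changes: none of them changed sign, and a call was lost in 16 settings. Among the other named profiles, leaving out 1 library lost the AA vs IGF1 call of dre-miR-1 in 6 fits, dre-miR-133c-5p in 3, ola-miR-1-3p in 2 and ssa-miR-26a-4-3p in 4. The AA vs IGF1 fold changes of 2 profiles that were not called changed sign there, from -0.29 to 0.0361 for dre-miR-338-5p and from -0.52 to 0.73 for ipu-miR-29b. In IGF1 vs CTR a call was lost in 31 and gained in 12, and 13 small fold changes changed sign when 1 library was left out. These ranged from -0.18 to 0.0390 for abu-miR-133a, -0.20 to 0.0813 for abu-miR-133b, -0.11 to 0.26 for dre-miR-1, -0.0698 to 0.21 for dre-miR-133a-3p, -0.31 to 0.53 for dre-miR-499-5p and -0.52 to 0.27 for ipu-miR-499. Of the 3 profiles with the highest means, dre-miR-21 changed sign in IGF1 vs CTR (-0.0651 to 0.17). None of them was called, and the cause was not tested. The median difference between minor and major arms (below) was between 0.0207 and 0.114 in AA vs CTR. The sign-flip permutation p, which tests the mean difference, went down to 0.0541 there (without CTR replicate 1, mean 0.126). In IGF1 vs CTR the median was between -0.0447 and 0.0666 when 1 library was left out.

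Scaling by library totals, which ignores that TMM factors were highest in AA replicate 1 (1.26), moved the median of all entries from -0.01 to 0.18 in AA vs CTR and from -0.03 to 0.20 in AA vs IGF1. The list's medians of 2.19 and 1.76 under that scaling lay above these shifts. Depth limits the entries near the filter: ipu-miR-29b and ssa-miR-206-5p rest on means of 15.1 and 12.4 counts per library.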

Other observations

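The tests of single entries against other profiles of their miRNA number, of counting error, of scaling and of depth were chosen after the results they bear on were seen. The counts of other splits, the arm comparison and the cell lists were set before their results were seen, but the reading of the arm comparison and of the cell lists was changed after the values were known, as stated with each.

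The number of calls was compared with other splits of the same libraries. Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many called profiles in AA vs CTR, and the same held in IGF1 vs CTR (1 of 10) and AA vs IGF1 (1 of 10); the other 9 gave 0 in each. With the replicate block, the real split was also the only one (1 of 4) of those that part every same-numbered pair to give as many, and the other 3 gave 0. With so few splits, chance cannot be excluded by this count alone. In the same data, the rise of the muscle-specific miRNAs in AA was not produced by the scaling of the libraries, since the lowest median log2 fold change of the list over 4 scalings was 2.04. A response to the AA medium is the explanation that the design gives, and it stays a hypothesis. Amino acids were given as DMEM, while CTR and IGF1 had a medium of Earle's salts, vitamins and glucose. The study calls the differences other than amino acids or IGF1 minor. These libraries cannot separate amino acids from the rest of the medium.

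The entry ipu-miR-29b did not move with its relatives. Its log2 fold changes were -2.14 in AA and -2.07 in IGF1, while the median of the other 37 miR-29 profiles was 0.0306 in AA and -0.26 in IGF1, more than 2 standard errors away. The relatives included entries with a mean of up to 6172 counts, and 32 of them had a mean of at least 100 counts. In IGF1, 36 of the 37 were lower than in CTR, none past the threshold. Many of these relatives hold nearly the same counts, such as fru-miR-29a and gmo-miR-29a-3p with means of 5408 and 5411. The 37 are therefore not independent measurements. Counting error alone does not account for the fall: summed over 3 libraries, the entry had 90 counts in CTR, 23 in AA and 23 in IGF1 (exact conditional binomial test, two-sided p = 9.14e-13 and 2.11e-12). In AA, a fall of miR-29 as a whole is thus argued against. In IGF1 it stays open, since nearly all relatives were lower, though by less than the entry; this reading was adopted after the values were seen. The relatives are all members of miR-29 and not miR-29b alone. A change in a sequence variant of low abundance, or in how mapping assigned a few reads, also stays open. Sequencing is not the study's only evidence on miR-29b. By qPCR in myotubes, the study found it lower in IGF1 than in CTR, and lower in AA without a statistical difference. The sequences needed to separate these were not used here.

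Other calls of a single entry followed the same pattern. ssa-miR-26a-4-3p fell in IGF1 vs CTR (-1.55), while the other 26 miR-26 profiles had a median of -0.0723. Of these 26, 21 were also lower and none was called, with log2 fold changes from -0.27 to 0.74. In AA vs IGF1, ola-miR-92a (-1.32) and ola-miR-26 (-0.98) were lower, against medians of -0.0548 for 9 other miR-92 profiles and -0.0530 for 26 other miR-26 profiles. Within miR-92, 3 profiles of miR-92b were called higher in AA (log2 fold change 0.81 each) while ola-miR-92a was called lower. Profiles of 1 number can hold nearly the same reads, so counts of relatives are not counts of independent measurements. No other entry holds the same counts as ssa-miR-26a-4-3p, ola-miR-92a or ola-miR-26. Both ola entries were raised in IGF1 replicates 2 and 3 and near the CTR values in replicate 1: ola-miR-92a had 537, 1197 and 1189 normalised counts in IGF1 replicates 1, 2 and 3, against 417 to 522 in CTR, and ola-miR-26 had 7118, 12702 and 13371, against 6161 to 7194 in CTR. Without AA replicate 2, AA replicate 3, IGF1 replicate 2 or IGF1 replicate 3 neither was called in AA vs IGF1 (adjusted p up to 0.108 for ola-miR-26 and 0.0888 for ola-miR-92a). A change of the whole miRNA number by as much as the entry is argued against for ssa-miR-26a-4-3p, ola-miR-92a and ola-miR-26. For ssa-miR-26a-4-3p a small fall of the whole number stays open, since most relatives were lower. Isoforms that only 1 reference sequence matches, and assignment of reads by the mapper, were not tested.

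Libraries with the same replicate number deviated together from their group means. Counting error, or depth acting through it, is argued against as the cause, since the lowest correlation of a same-numbered pair rose from 0.287 over all 953 profiles to 0.389 over the 529 profiles with a mean of at least 1000 counts. The highest correlation of a pair with different numbers rose as well, from 0.151 to 0.404, so the 2 kinds of pair were not fully separate there. The replicate 1 libraries stood apart on the second principal component, and 338 profiles differed between replicate 1 and replicates 2 and 3 at an adjusted p of at most 0.05 (edgeR with the group in the model). The muscle-specific list was lower in replicate 1 (median log2 -0.50, fry p = 0.0223, 12 of 15 profiles lower; exact permutation over 27 choices of 1 library per group, p = 0.0370, the smallest possible). Lists of other cell types were compared in the same way, and no miRNA number is on more than 1 list; how many of them myotubes express was not known here. The blood list was lower in replicate 1 (median -0.48 over 7 profiles, fry p = 0.119, exact permutation p = 0.444, with a lower median in each group). Neither test of the list passed the threshold and 2 of its profiles were higher, but the profiles past the threshold were all lower in replicate 1: dre-miR-451, the most abundant (edgeR log2 -0.55, adjusted p = 0.0330), ola-miR-142 (-1.02, adjusted p = 0.0102) and oni-miR-142b (-1.06, adjusted p = 0.0102). These values show no rise of the list in replicate 1, but they do not decide on blood cells there. The difference of dre-miR-451 lies in replicate 3, where it had 90.7, 139.8 and 159 normalised counts in CTR, AA and IGF1. It had 44.5 to 56.6 in replicate 1 and 43.3 to 45.0 in replicate 2, so replicate 1 was not clearly lower than replicate 2. Blood cells in replicate 3 were not tested. The epithelial (median -0.0195, 9 profiles) and neural (median -0.0527, 13 profiles) lists had members in both directions. The liver list held only miR-122 and was lower in replicate 1 of every group (median -0.94, 2 profiles, fry p = 0.00793, exact permutation p = 0.0741), which argues against liver RNA in replicate 1. The endothelial list held only miR-126 and was higher in all 5 profiles (median 0.30, fry p = 0.00494, exact permutation p = 0.0370, with 0.12 for its most abundant profile). By the criterion written beforehand (median above 0, fry p of at most 0.05, abundant profile higher), the endothelial list met the prediction of such cells in replicate 1, and the other lists met the prediction against them. A stricter reading was adopted after the values were seen: a finding for a cell type needs at least 3 miRNA numbers of its list, and a finding against it needs a lower median in every group and a most abundant profile that is lower past the threshold. Under that reading the epithelial and neural lists leave the question open because their members went both ways, and the endothelial list because its 5 profiles can share reads and 1 miRNA number does not identify a cell type. Endothelial cells in replicate 1 are therefore not ruled out. The blood list met the stricter reading against such cells, but it is left open for the reason given above. Separate cell isolations, which may differ in their share of differentiated myotubes, and a difference in handling or library batch cannot be told apart: the study describes its replicates as independent cell cultures, but neither it nor the labels say whether libraries with the same number came from the same culture or batch.

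The arms of zebrafish hairpins were compared in 38 hairpins with both arms past the filter. The minor arm exceeded the major arm by a median log2 fold change of 0.0872 in AA vs CTR (24 of 38 higher). In IGF1 vs CTR the median was 0.0390 (20 of 38 higher). The mean differences were 0.0604 and 0.0205 (sign-flip permutation test of the mean over hairpins, two-sided p = 0.316 and 0.707). No general rise of minor arms was thus detected. By the criterion written beforehand, a p above 0.05 counted against a general rise; after the values were seen it was read as leaving the question open. Hairpins are not independent replicates. In AA vs CTR the log2 fold changes of the 2 arms correlated at 0.669 across hairpins, and at -0.198 over the 37 hairpins without the muscle-specific one, so the relation rests on that hairpin.

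Some values differ from those quoted from the study. The number of miRNA numbers called in IGF1 vs CTR was 2 here, and 9 with DESeq2. The first is lower than the value quoted from the study above. In AA vs CTR the numbers were 9 here and 11 with DESeq2. These lie close to the quoted value. Other settings lay further from it: 16 with the replicate block and 15 with DESeq2 and the block. Only 5 were called without CTR replicate 1, CTR replicate 2 or AA replicate 3. The study's text does not say whether its count is of miRNA numbers. The ratio of mean normalised counts of AA to CTR was 2.30 for dre-miR-1 and 5.09 for dre-miR-206-3p. Both are higher than the fold-changes quoted from the study above. On the log2 scale, the fold changes of these profiles were 1.20 and 2.34. Those lie close to the quoted values. The values quoted for miR-29b and miR-338-5p instead lie close to the ratios of mean normalised counts given in the results. The quoted fold-changes thus appear to be on different scales, log2 for miR-1 and miR-206 and ratios for miR-29b and miR-338-5p. The deposited counts summed, in units of 1e6, to 1031.7 over all entries and libraries, and to 96.4 over the zebrafish entries. The first is higher than the number of reads quoted from the study above.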
